# Oviductal extracellular vesicles from women with endometriosis impair embryo development

**DOI:** 10.3389/fendo.2023.1171778

**Published:** 2023-06-20

**Authors:** Yuehan Li, Lei Cai, Na Guo, Chang Liu, Meng Wang, Lixia Zhu, Fei Li, Lei Jin, Cong Sui

**Keywords:** endometriosis, extracellular vesicles (EVs), fallopian tube, embryo development, oxidative phosphorylation

## Abstract

**Objective:**

To investigate the influence of oviductal extracellular vesicles from patients with endometriosis on early embryo development.

**Design:**

*In vitro* experimental study

**Setting:**

University-affiliated hospital.

**Patients:**

Women with and without endometriosis who underwent hysterectomy (n = 27 in total).

**Interventions:**

None.

**Main outcome measures:**

Oviductal extracellular vesicles from patients with endometriosis (oEV-EMT) or without endometriosis (oEV-ctrl) were isolated and co-cultured with two-cell murine embryos for 75 hours. Blastocyst rates were recorded. RNA sequencing was used to identify the differentially expressed genes in blastocysts cultured either with oEV-EMT or with oEV-ctrl. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis were performed to identify potential biological processes in embryos that oEV-EMT affects. The functions of oEV on early embryo development were determined by reactive oxygen species (ROS) levels, mitochondrial membrane potentials (MMP), total cell numbers, and apoptotic cell proportions.

**Results:**

Extracellular vesicles were successfully isolated from human Fallopian tubal fluid, and their characterizations were described. The blastocyst rates were significantly decreased in the oEV-EMT group. RNA sequencing revealed that oxidative phosphorylation was down-regulated in blastocysts cultured with oEV-EMT. Analysis of oxidative stress and apoptosis at the blastocysts stage showed that embryos cultured with oEV-EMT had increased ROS levels, decreased MMP, and increased apoptotic index. Total cell numbers were not influenced.

**Conclusion:**

Oviductal extracellular vesicles from patients with endometriosis negatively influence early embryo development by down-regulating oxidative phosphorylation.

## 1 Introduction

Endometriosis is a complex clinical syndrome with a prevalence of 5% to 15% in women of reproductive age, characterized by the presence of endometrial tissue outside the uterus (1). The symptoms include chronic pelvic pain, dyspareunia, and dysmenorrhea. Infertility occurs most frequently among all clinical manifestations of endometriosis, and approximately 50% of patients present with decreased fertility (2).

The reason why endometriosis impairs women’s fertility hasn’t been fully characterized. Several mechanisms have been raised to explain the phenomenon, including an inflammatory pelvic environment, ovulatory abnormalities, and altered functions of the endometrium (3). Inflammatory microenvironment was found to negatively influence gamete and embryo in endometriosis, as it may impair sperm function, decrease oocyte fertilization rate and harm early embryo development (4–6). Toxic factors are identified in peritoneal fluid and may enter the lumen of Fallopian tubes (7). In women who undergo assisted reproductive technology (ART), there is no difference in pregnancy outcomes in patients with endometriosis compared with patients undergoing ART for male factor infertility and non-infertile patients after transferring euploid embryos (8), and endometriosis does not affect blastocyst rates (9) or the live birth rates (10). These results indicate that ART might be the hope for patients with endometriosis-associated infertility who wish to conceive. However, how endometriosis affects fertility in natural conception is still poorly understood.

After fertilization, embryos undergo a series of cleavages within the maternal oviduct (or Fallopian tube in humans). Ciliated cells and secretory cells from the epithelial line in the oviduct, together with the oviduct fluid secreted by these cells, constitute the environment for early embryo development (11–14).

Extracellular vesicles (EVs) have been recognized to mediate intercellular interactions by transferring cargo, including RNAs and proteins (15), and they are transferrable even between species (16). EVs have been isolated from various biofluids, including follicular, oviduct, and uterine fluid (17). EVs from the reproductive system have been reported to influence embryo viability and development capacity *in vitro (* 18). For instance, researchers showed that EVs secreted by endometrial cells of patients suffering from recurrent implantation failure is detrimental to the embryos (19). Also, it has been reported that oviductal EVs play an essential role in oviduct-embryo interactions (18, 20, 21).

In the current study, we hypothesize that the EVs within the Fallopian tube in patients with endometriosis (oEV-EMT) might contribute to the impaired development of embryos. Subsequently, we tried to discover the influence EVs may exert on embryo development respecting blastocyst rate and the transcriptome of the embryos.

## 2 Methods

### 2.1 Ethics approval, participants, and sample acquisition

The current study was approved by the Ethics Committee of Tongji Hospital (No. TJ-IRB20210838). The EMT patients were indicated for the surgery because of severe pelvic pain or adenomyosis by ultrasound, and were all diagnosed with peritoneal endometriosis by laparoscopic inspection. Pelvic superficial endometriosis and deep endometriosis were both included. The control patients had at least given one full-term live birth and had no history of endometriosis, and they underwent laparoscopic hysterectomy because of cervical intraepithelial neoplasia (CIN), and no pelvic pathophysiologic conditions were reported before or after the surgery inspection. The exclusion criteria for all groups were as follows: received hormone treatment three months before the surgery; pregnancy; any indication for malignant diseases (including previous history or other tests showing signs). Cycle phases were recorded according to the patient’s reports. Between August 2021 and February 2022, 27 women aged between 34 to 43 were recruited for the study. The samples were collected in the operation room, immediately after the Fallopian tube and the uterus were resected. We used a 50 mL syringe that contained sterile PBS (Servicebio, Wuhan, China) to flush the lumen of the Fallopian tubes. Then we collected the flushing fluid (Fallopian tube fluid) into sterile centrifuge tubes for further analysis as reported (22). The Fallopian tube tissue was collected at the same time, and was conserved in cold PBS. The Fallopian tube fluid and tissue samples were transferred to the laboratory immediately and stored for later processing.

### 2.2 Isolation of oviductal extracellular vesicles

Extracellular vesicles (EVs) were isolated by the ultracentrifugation method, as described before (21). In brief, the Fallopian tubal fluid was centrifuged at 1,500 × g for 15 minutes twice, and the supernatant was centrifuged at 16,000 × g for 30 minutes at 4 °C. Then the sediment was discarded, and the supernatant was filtered through a 0.22-μm filter. Afterward, the fluid was ultracentrifuged at 120,000 × g for 90 minutes at 4 °C. The pellet was washed with clean PBS and then ultracentrifuged at 120,000 × g for 90 minutes at 4 °C. The pellets were resuspended in 30 μL PBS and stored at -80 °C.

### 2.3 Western blotting

EVs or tissue samples were lysed with radioimmunoprecipitation assay (RIPA) and proteinase inhibitor cocktail (Servicebio, Wuhan, China) at 4°C for 30 minutes. Then the lysates were centrifuged at 12,000 g for 20 minutes at 4°C. The protein concentration of EVs and Fallopian tube tissue samples were measured using a BCA Protein Assay Kit (Servicebio, Wuhan, China). 5μg of each sample was loaded for electrophoresis, using SDS/PAGE (10% gel), followed by transferring to PVDF membrane (Merck Millipore, Burlington, MA, USA). Then, the membrane was blocked using 5% skimmed milk for 1 h at room temperature, followed by washing with TBS for 15 min. Afterward, the membrane was incubated with the primary antibodies at 4 °C overnight. The primary antibodies used for immunostaining were TSG101 (1:1000; Abclonal, Woburn, MA, USA) and CD9 (1:1000; Abcam, Cambridge, UK), and the secondary antibodies were goat anti-rabbit labeled by horseradish peroxidase (1:2000; Servicebio, Wuhan, China). The membrane was incubated with the secondary antibodies for 1h at 37 °C and then was immersed in an electrochemiluminescence (ECL; Absin, Shanghai, China). The signals were detected using a Gene Gnome XRQ chemiluminescence imaging system (Syngene, Bengaluru, India).

### 2.4 Transmission electron microscopy

Each EV sample was deposited on a precoated carbon electron microscopy grid for TEM. Then the grids were labeled with 2% uranyl acetate (in double-distilled water). Grids were examined and pictured using a transmission electron microscope (Carl Zeiss, Oberkochen, Germany).

### 2.5 Nanoparticle tracking analysis

Samples were analyzed using an NTA instrument, zetaview (Particle Metrix, Inning am Ammersee, Germany). EV samples were diluted with PBS at a ratio of 1:1000 to reach the concentration recommended for the measurement (3 × 10^8^ to 1 × 10^9^ particles/mL). For each sample, three videos of 60 seconds were recorded and analyzed, and the particle concentration and sizes were recorded.

### 2.6 Animals and treatment

All experiments followed the Tongji Hospital Guide for the Care and Use of Laboratory Animals (approval number: TJ-202111004). Sixty female (6-8 weeks of age) and ten male (8-10 weeks of age) mice were used in the study. Female mice were intraperitoneally injected with 10 IU of pregnant mare serum gonadotropin (PMSG; Solarbio, Beijing, China), followed by 10 IU of human chorionic gonadotropin (hCG; Livzon, Zhuhai, China) 48 hours later. After the injection of hCG, two female mice were mated with one male mouse for one night. Thirty-six hours post the hCG injection, the zygotes were isolated from oviducts.

Chatot-Ziomek-Bavister (CZB; AIBI bio, Nanjing, China) medium was used as basic embryo culture medium in the current study. oEV-EMT or oEV-ctrl were added to CZB medium to obtain the culture media for the treated groups. As oEVs were suspended in PBS after the ultracentrifugation, a small volume of this primed PBS was mixed with CZB medium to obtain the final concentration of 1×10^10^ particles/mL. The culture media of the two groups(CZB with oEV-EMT, CZB with oEV-ctrl) were divided into 20-μL droplets covered with mineral oil, and each droplet contained ten zygotes, and the embryos were subjected to further study. The embryo culture media were prepared and equilibrated for 2 hours before the embryos were loaded. And the embryos were cultured at 37°C under an atmosphere of 5% CO_2_, 5% O_2_, and 90% N_2_ for 75 hours. For all following experiments, at least 30 embryos per group were used in each experiment, and the experiments were repeated at least three times.

### 2.7 Endocytosis of extracellular vesicles by embryos

To investigate whether human Fallopian tube-derived oEVs could be taken up by murine embryos, we used 3,3’-dioctadecyloxacarbocyanine perchlorate (DiO; Beyotime, Shanghai, China) to dye the membrane of oEVs (19). In brief, EMT-oEVs, ctrl-oEVs, or PBS (negative control) were incubated with DiO (10 μM) for 30 minutes. Then the dyed oEVs or negative control were resuspended in PBS and ultracentrifuged at 120,000 g for 80 minutes. Labeled oEVs or negative control were co-cultured with 2-cell embryos for 4 hours. oEVs uptake was observed under a fluorescence microscope (Carl Zeiss, Oberkochen, Germany).

### 2.8 RNA extraction, library construction, and RNA sequencing procedures

Total RNA was isolated from three replicates of 10 blastocysts using the RNeasy Micro Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. The quality and concentration of the RNA samples were determined by 2100 Bioanalyser (Agilent Technologies, Santa Clara, CA, USA). Transcriptome library preparation was done following the TruSeq™ RNA sample preparation Kit from Illumina (San Diego, CA, USA). In brief, messenger RNA was isolated using the polyA selection method by oligo (dT) beads, followed by fragmentation in the buffer. Afterward, double-stranded cDNA was synthesized by a SuperScript double-stranded cDNA synthesis kit (Invitrogen, Waltham, MA, USA) with random hexamer primers (Illumina, San Diego, CA, USA). Then the synthesized cDNA was subjected to end-repair, phosphorylation, and ‘A’ base addition according to Illumina’s library construction protocol. Libraries were selected for cDNA target fragments of 300 bp on 2% Low Range Ultra Agarose followed by PCR amplified using Phusion DNA polymerase (NEB, Ipswich, MA, USA) for 15 PCR cycles. After quantified by TBS380, the paired-end RNA-seq sequencing library was sequenced with the Illumina HiSeq X ten/NovaSeq 6000 sequencer.

The raw reads were aligned to genome sequences, and the mapped reads of each sample were assembled by StringTie (https://ccb.jhu.edu/software/stringtie/index.shtml?t=example) in a reference-based approach (23). To identify the differentially expressed genes (DEGs) between the groups of samples, the expression level of each transcript was calculated according to the transcripts per million reads (TPM) method. Moreover, differential expression analysis was performed using the DESeq2, and genes were considered significantly differentially expressed if the Benjamini-Hochberg adjusted *p*-value was ≤ 0.05 and the absolute value of the log_2_ foldchange was ≥ 1. In addition, functional-enrichment analysis, including GO and KEGG, was performed to identify which DEGs were significantly enriched at Bonferroni-corrected *p* value ≤ 0.05 compared with the whole-transcriptome background. GO functional enrichment and KEGG pathway analysis were carried out by Goatools (https://github.com/tanghaibao/Goatools) and KOBAS (http://kobas.cbi.pku.edu.cn/home.do) (24).

### 2.9 Real-time-PCR

Blastocysts were collected and immediately reverse-transcribed using Single-Cell Sequence-Specific Amplification Kit (Vazyme, Nanjing, China) according to the manufacturer’s protocol. Subsequent real-time RT-PCR was performed on a Roche Light Cycler 480 Instrument II PCR System with TB Green^®^ Premix Ex Taq™ (Tli RNaseH Plus) (TaKaRa, Kusatsu, Japan). The expression level of each gene was normalized by *Gapdh* and was calculated using the 2^−△△Cq^ method. Five blastocysts per group were used for each reaction, and each experiment was repeated at least three times. The primer sequence is provided in **Supplementary Table 1**.

### 2.10 ROS measurement

To measure ROS levels by fluorescence, the stock solution of 2’, 7’ - dichlorodihydro-fluorescein diacetate (DCHF-DA; Sigma, St. Louis, MO, USA) was used to dye the embryos. DCHF-DA was diluted to 10 μM with CZB medium, and embryos in each group (n = 10 - 15) were dyed at 37°C for 20 minutes. The embryos were washed three times in CZB and immediately observed under a fluorescence microscope (Carl Zeiss, Oberkochen, Germany). All images were analyzed using Image J software.

### 2.11 Measurement of MMP

To investigate the mitochondrial membrane potential (MMP), living blastocysts were incubated with CZB supplemented with 2 μg/L JC-1 Dye (Service bio, Wuhan, China) for 30 min at 37 °C according to the manufacturer’s instructions. After washing in CZB twice, embryos were observed under a fluorescence microscope (Carl Zeiss, Oberkochen, Germany). Each blastocyst was observed through the TRITC channel (red fluorescence) and the FITC channel (green fluorescence). All images were analyzed using Image J software, and the ratio of aggregated JC-1 (red fluorescence) to monomeric JC-1 (green fluorescence) was calculated to reflect changes in MMP.

### 2.12 TUNEL assay

After co-cultured with oEVs-EMT, oEVs-ctrl, or PBS for 75h, the blastocysts were fixed with 4% paraformaldehyde (Servicebio, Wuhan, China). To investigate the proportion of the apoptotic cells in blastocysts, the terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assay was performed using the TMR (red) Cell Apoptosis Detection Kit (Servicebio, Wuhan, China) according to the manufacturer’s instructions. Then the embryos were dyed with diamidino-2-phenylindole (DAPI; Servicebio, Wuhan, China). Dyed blastocysts were mounted on a glass slide and observed under a fluorescence microscope (Carl Zeiss, Oberkochen, Germany). The cell numbers were counted, and the percentage of apoptosis cells was calculated as the TUNEL-positive cell number divided by the total cell number of the blastocyst.

### 2.13 Statistical analysis

Experiments were performed at least three times. Statistical tests were performed using Graph Pad Prism 8.0 (San Diego, CA, USA). Quantitative variables were shown as mean ± SEM. Blastocyst rates were analyzed using the chi-square test. To determine statistical differences in maternal age and body mass index (BMI), student t-tests were performed. For relative gene expression, relative expression level of ROS, MMP, total cell number, and apoptotic cell proportion, one-way analysis of variance (ANOVA) was performed. *p* < 0.05 was considered to be significantly different.

## 3 Results

### 3.1 Clinical characteristics and the characterization of oEVs from endometriosis patients and controls

Demographics of the patients are characterized in **Supplementary Table 2**. The morphology and distribution of oEVs were detected using NTA and TEM. NTA profiles showed peaks at around 144.4 nm in the control group and 148.4 nm in the EMT group (**Figure 1A**). There’s no difference in the diameters between the groups (**Figure 1B**). Western blotting showed the presence of classic EV protein markers in samples from both groups, including CD9 and TGS 101. Fallopian tube epithelial cells from endometriosis patients and controls were used as control samples, and CD9 and TSG101 were almost undetectable in the control samples (**Figure 1C**). TEM images showed the typical bilayer structure of the EVs from both the groups at the expected size (**Figure 1D**).

**Figure 1:**
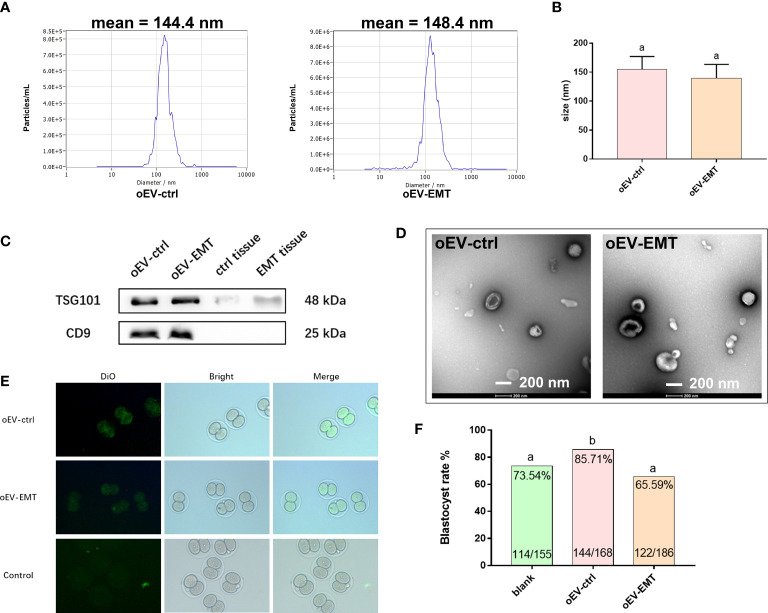
Characterization of oEV-EMT and oEV-ctrl. **(A)** The sizes of oEV-EMT and oEV-ctrl were evaluated using NTA. **(B)** The diameters of oEV-EMT and oEV-ctrl samples are similar. **(C)** The expression of EV markers was detected by Western blotting, and Fallopian tube tissue was used as a control. **(D)** Representative TEM images of oEV-EMT and oEV-ctrl are shown. The typical bilayer of the EV structure can be seen. **(E)** Pictures of DiO-labelled oEV-EMT, oEV-ctrl, or blank control being taken in by two-cell murine embryos. **(F)** Blastocyst rate in each group and the number of embryos were given. oEV, oviductal extracellular vesicles; EMT, endometriosis; ctrl, control; NTA, nanoparticle tracking analysis; TEM, transmission electronic microscopy, DiO, 3,3’-dioctadecyloxacarbocyanine perchlorates. Different superscripts per column **(A, B)** represent statistical differences (*p* < 0.05) between groups.

### 3.2 oEV-EMT impairs the development of embryos

oEVs were confirmed to be taken up by murine embryos, as green fluorescence signals could only be seen in oEV-EMT- or oEV-ctrl-co-cultured embryos, not in the blank control group (**Figure 1E**). Blastocyst rate is lower in the oEV-EMT group comparing to the oEV-ctrl group (65.59% vs. 85.71%) (**Figure 1F**). Notably, oEV-ctrl significantly improves the blastocyst rate from 73.54% to 85.72%, compared to the blank control group. This result is consistent with our previous study, which showed that oEV-ctrl is beneficial for embryo quality *in vitro*.

### 3.3 oEV-EMT supplementation during *in vitro* culture altered embryonic transcriptome

The principal component analysis showed blastocysts treated with oEV-EMT or oEV-ctrl display distinct linear distribution constructed by the first component (**Figure 2A**). 

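RNA was sequenced from 6 pools of 10 blastocysts, 3 pools cultured with oEV-EMT and 3 with oEV-ctrl. The embryos had been cultured for 75 hours in CZB medium supplemented with vesicles from human Fallopian tubes. The paper and the sample labels name different gynaecological conditions for the donors of the control vesicles. The authors selected polyadenylated RNA with oligo (dT) beads, aligned the reads and assembled transcripts with StringTie, which builds transcripts from aligned reads along a reference annotation. They deposited 1 expression value per gene and library for 55774 genes, of which 287 were entries without an annotation, named new_gene. The methods call these values TPM. TPM sum to 1000000 in every library, whereas the deposited values summed to 1293175, 1352510 and 1355101 in the oEV-EMT libraries and to 1551567, 1345866 and 1379958 in the oEV-ctrl libraries. They were therefore analysed as FPKM, the fragments per kilobase of transcript and 1000000 fragments. A single unannotated entry, new_gene48, held from 15.3% to 31.5% of the sum.
FPKM keep no read totals. The copy used here of the paper's table of differentially expressed genes has 196 rows, against 197 in the paper's text, and gives normalized values on a log scale. The number of counts behind 1 FPKM in a transcript of 1 kilobase was derived from it as 147, 86.0 and 101 in the oEV-EMT libraries and 71.1, 97.5 and 130 in the oEV-ctrl libraries. The depth thus differed up to 2.07 times between libraries, with deeper and shallower libraries in both groups. Genes with an FPKM of at least 1 in at least 3 libraries were tested, which left 11924 genes. Values were compared as log2(FPKM + 1) with limma, without further scaling between libraries. On this scale the fold change of genes with low values is understated. The median log2 fold change over all tested genes was 0.17, and changes of gene sets are given relative to this median.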

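In the principal component analysis of log2(FPKM + 1) over the 11924 genes, the first component held 35.4% of the variance and the second 27.6%. The scores on the first component were -30.9, -23.6 and -14.9 for the oEV-EMT libraries and 38.4, 26.0 and 5.03 for the oEV-ctrl libraries. The groups did not overlap on this component (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). On the second component they overlapped (exact permutation test, p = 1). The share of the first component moved most when FPKM were not put on a log scale, to 93.6%. Without a log the largest values, such as those of new_gene48, weigh most, so this share does not describe the genes at large. The groups overlapped on the first component when only the 500 most variable genes were used, and when library oEV-ctrl 1 was left out.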

Using DESeq2; we have found expression profiles of blastocysts from the two groups which are significantly different from one another. 

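Across the 11924 tested genes, the correlation of log2(FPKM + 1) between libraries of the same group lay between 0.956 and 0.982, with a mean of 0.969 over 6 pairs. Between libraries of different groups it lay between 0.954 and 0.974, with a mean of 0.963 over 9 pairs. These are correlations across genes, which are not independent replicates, and the ranges overlapped.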

A total of 197 differentially expressed genes (DEGs) were identified; 111 were upregulated, and 85 were downregulated (**Figure 2B**, **Supplementary Table 3**). 

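In the deposited FPKM, 0 genes had an adjusted p-value of at most 0.05 (limma with Benjamini-Hochberg adjustment) and an absolute log2 fold change of at least 1. The smallest adjusted p-value was 0.0934, and 22 genes had one of at most 0.1, 13 higher and 9 lower in oEV-EMT. Without adjustment, 1831 genes had a p-value of at most 0.05, of which 1527 were higher and 304 lower in oEV-EMT. Of these, 276 also passed the fold change threshold, 213 of them higher and 63 lower. This balance rests on the scaling, with 103 higher and 119 lower after median-of-ratios scaling and 101 and 126 after upper quartile scaling. All 3 oEV-EMT values lay above or below all 3 oEV-ctrl values in 2675 genes, or 22.4% of those tested, where chance alone gives 10%. In the values as deposited, 2158 of these genes lay above and 517 below. The setting that moved the number most was a weighting of libraries by their quality, chosen after seeing the data, with 104 genes past both thresholds.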

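All 50 genes labelled in the heatmap of the study were tested. The 29 genes labelled as upregulated had log2 fold changes between 0.97 and 1.91, and in every one of them all oEV-EMT values lay above all oEV-ctrl values. The 21 genes labelled as downregulated had log2 fold changes between -2.36 and -0.81, with a median of -0.99. In 19 of the 21, all oEV-EMT values lay below all oEV-ctrl values. Adjusted over the list alone, 50 genes had an adjusted p-value of at most 0.05 (limma). Over all genes tested, 0 did, with adjusted p-values between 0.0934 and 0.267. The list was chosen by the study on these same libraries, so the first number is not independent evidence.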

The heatmap showed the top 29 most upregulated and the top 21 most down-regulated genes (**Figure 2C**). To investigate the biological processes that contribute most to the differentially expressed gene profiles between the blastocysts treated with oEV-ctrl or oEV-EMT, we performed KEGG and GO enrichment on the 197 differentially expressed genes. 

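The 87 nuclear genes of the respiratory complexes and ATP synthase found among the listed genes were taken as a set. Of these, 84 were expressed highly enough to be tested. Their median log2 fold change relative to all genes was -0.22, and 64 of the 84 lay below the median of all genes. With limma's camera, a test of whether a set of genes shifts against the other genes, the adjusted p-value was 3.84e-07 over 13 gene sets, at a preset correlation of 0.01 between genes. With the correlation estimated from the data it was 0.140, and with limma's fry test 0.272. Fry asks whether a set changed at all, not whether it shifted against the other genes. The median shift of all genes by 0.17 therefore works against this set in fry, as its own median log2 fold change was -0.05. The mean of the set, relative to all genes, was lower in each of the 3 oEV-EMT libraries than in any oEV-ctrl library (exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Without library oEV-EMT 1 the relative median was -0.12. With all libraries kept, a pseudocount of 0.1 moved the relative median most, to -0.26.
No gene passed both thresholds over all genes, so that 0 of the 84 nuclear genes and 13 mitochondrially encoded mRNAs did. Among the 63 genes lower in oEV-EMT by an unadjusted p-value and the fold change threshold, a selection made after seeing the data, 4 belonged to these 97 genes, where 0.512 were expected (one-sided Fisher's exact test, p = 0.00170). Among the 276 genes of both directions, 4 did, where 2.25 were expected (p = 0.187 from the same exact test). The number depends on the scaling, from 2 genes after scaling to a total of 1000000 to 15 after upper quartile scaling. The 90 genes of cytosolic ribosomal proteins shifted in the same direction, with a relative median of -0.19 and 69 genes below the median of all genes (camera, adjusted p = 2.42e-05). With the estimated correlation the adjusted p-value of this set was 0.0822, and with fry 0.319.

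**Figure D1:**
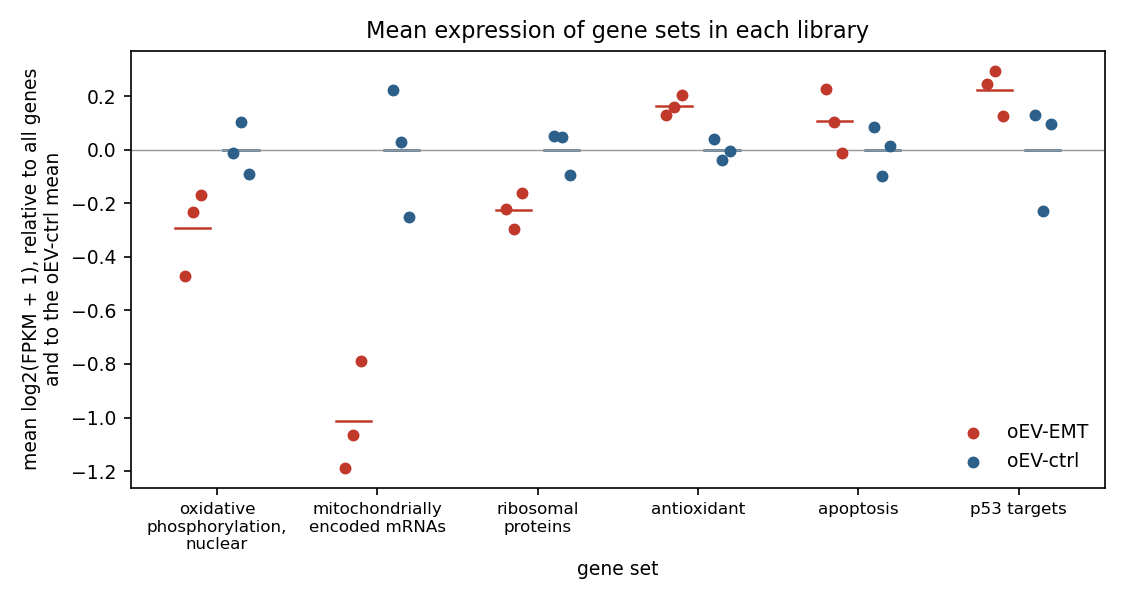
Mean log2(FPKM + 1) of 6 gene sets (vertical axis) in each of the 3 oEV-EMT and 3 oEV-ctrl libraries, relative to the mean of all tested genes and to the oEV-ctrl mean; points are libraries and lines are group means. The nuclear oxidative phosphorylation genes lay between -0.47 and -0.17 in the oEV-EMT libraries and between -0.09 and 0.10 in the oEV-ctrl libraries.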

KEGG analysis showed the most enriched pathway was oxidative phosphorylation (**Figure 3A**). Also, pathways of human neurodegenerative disorders, including Parkinson’s disease, Alzheimer’s disease, and Huntington’s disease, were highlighted. 

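A set of 30 tested antioxidant genes had a median log2 fold change of 0.19 relative to all genes, with 22 genes above the median of all genes and 8 below it. The adjusted p-value of the set was 0.0331 with camera and 0.0113 with fry, and 0.190 with camera at an estimated correlation. As fry does not compare the set with the other genes, their median shift of 0.17 favours it. The set's own median log2 fold change was 0.36. The mean of the set was higher in each oEV-EMT library than in any oEV-ctrl library (exact permutation test, p = 0.1). In 4 of the 6 fits that each left out one library, the set was no longer past the threshold, and the relative median lay between 0.12 and 0.25. No single gene of the set had an adjusted p-value of at most 0.05 over all genes tested.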

Enriched GO terms include metabolic process, developmental process, cell proliferation, transporter activity, cargo receptor activity, and antioxidant activity (**Figure 3B**). Using real-time RT-PCR, we confirmed that in the oEV-EMT-treated embryos, *Ndufa4* and *Cox7c* were significantly down-regulated, and *Trp53* and *Fasl* were significantly upregulated (**Figure 3C**). *Uqcrh* and *Atp5l* did not show a statistical difference.

**Figure 2:**
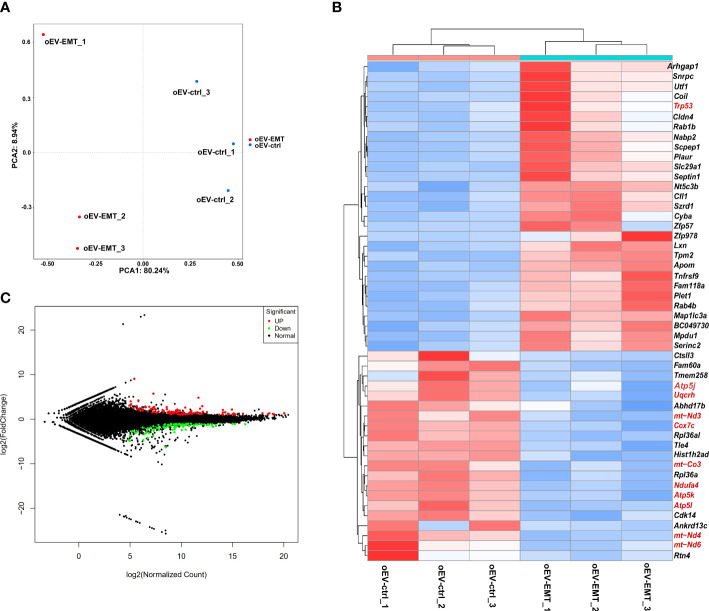
High-throughput sequencing showed differentially expressed genes between blastocysts treated with oEV-EMT or oEV-ctrl. **(A)** Principal component analysis. **(B)** MA plot shows all the genes in blastocysts from the two groups. Green and red dots denote down- and upregulated genes with FDR < 0.05. **(C)** Heatmap shows 29 most upregulated and 21 most downregulated genes. MA, M-versus-A plot. FDR, false discovery rate; oEV, oviductal extracellular vesicles; EMT, endometriosis; ctrl, control.

**Figure 3:**
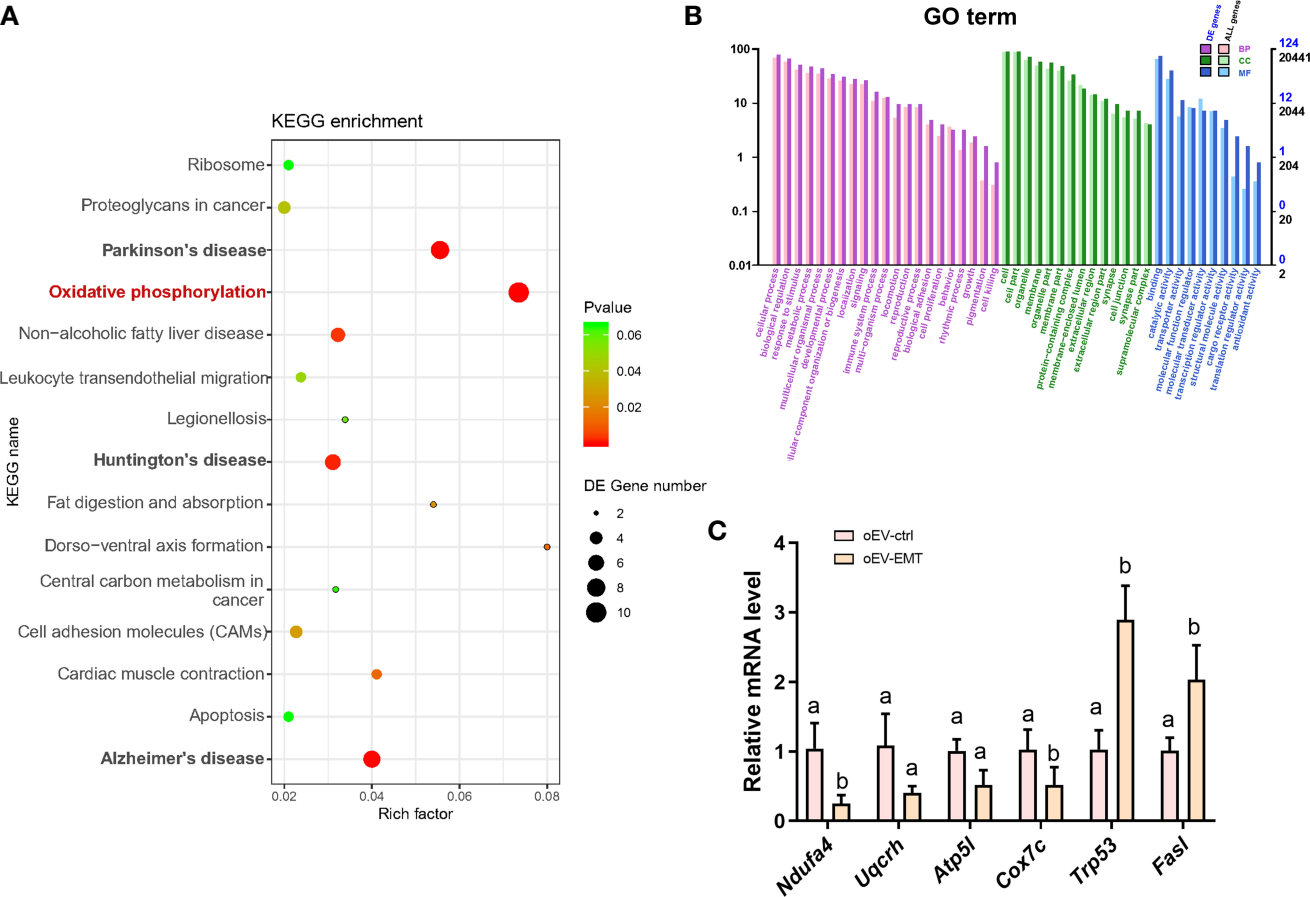
KEGG pathway enrichment and GO terms analysis of the differentially expressed genes. **(A)** The top 15 significant KEGG pathways are shown. Rich factor = (the number of DEGs in some KEGG pathway/the number of all DEGs that can be assigned to the KEGG database)/(the number of genes contained in a KEGG pathway/the total number of genes that can be assigned to the KEGG database). The greater the rich factor, the greater the degree of enrichment. **(B)** Bar plot showing GO terms with the number of differentially expressed genes for BP (biological process), CC (cell component), and MF (molecular function). **(C)** Validation of selected differentially expressed mRNAs by real-time RT-PCR. Different superscripts per column (a, b) represent statistical differences (*p* < 0.05) between groups. KEGG, Kyoto Encyclopedia of Genes and Genomes; GO, Gene Ontology; DEG, differentially expressed genes; oEV, oviductal extracellular vesicles; EMT, endometriosis; ctrl, control.

### 3.4 Oxidative stress, mitochondrial membrane potential, and apoptotic analysis in oEV-treated blastocysts

We checked the effects of oEV-EMT on oxidative stress and apoptosis in blastocysts. The ROS level in blastocysts treated with oEV-EMT was significantly higher than those treated with oEV-ctrl (1.556 ± 0.051 vs. 1.025 ± 0.056, *p*=0.039) (**Figure 4A**). MMP level was evaluated by staining blastocysts with JC-1. The MMP (referring to the ratio of red to green fluorescence) of oEV-EMT-treated blastocysts was significantly lower than oEV-ctrl treated blastocysts (2.846 ± 0.099 vs. 3.972 ± 0.096, *p*=0.028) (**Figure 4B**). Furthermore, as shown in **Figure 4C**, though the total cell number in blastocysts was not affected by oEV-EMT (87.769 ± 3.461 vs. 88.077 ± 5.523, *p*=0.963), oEV-EMT significantly increased the proportion of apoptotic cells in blastocysts (11.075 ± 1.391 vs. 5.475 ± 1.112, *p*= 0.003).

**Figure 4:**
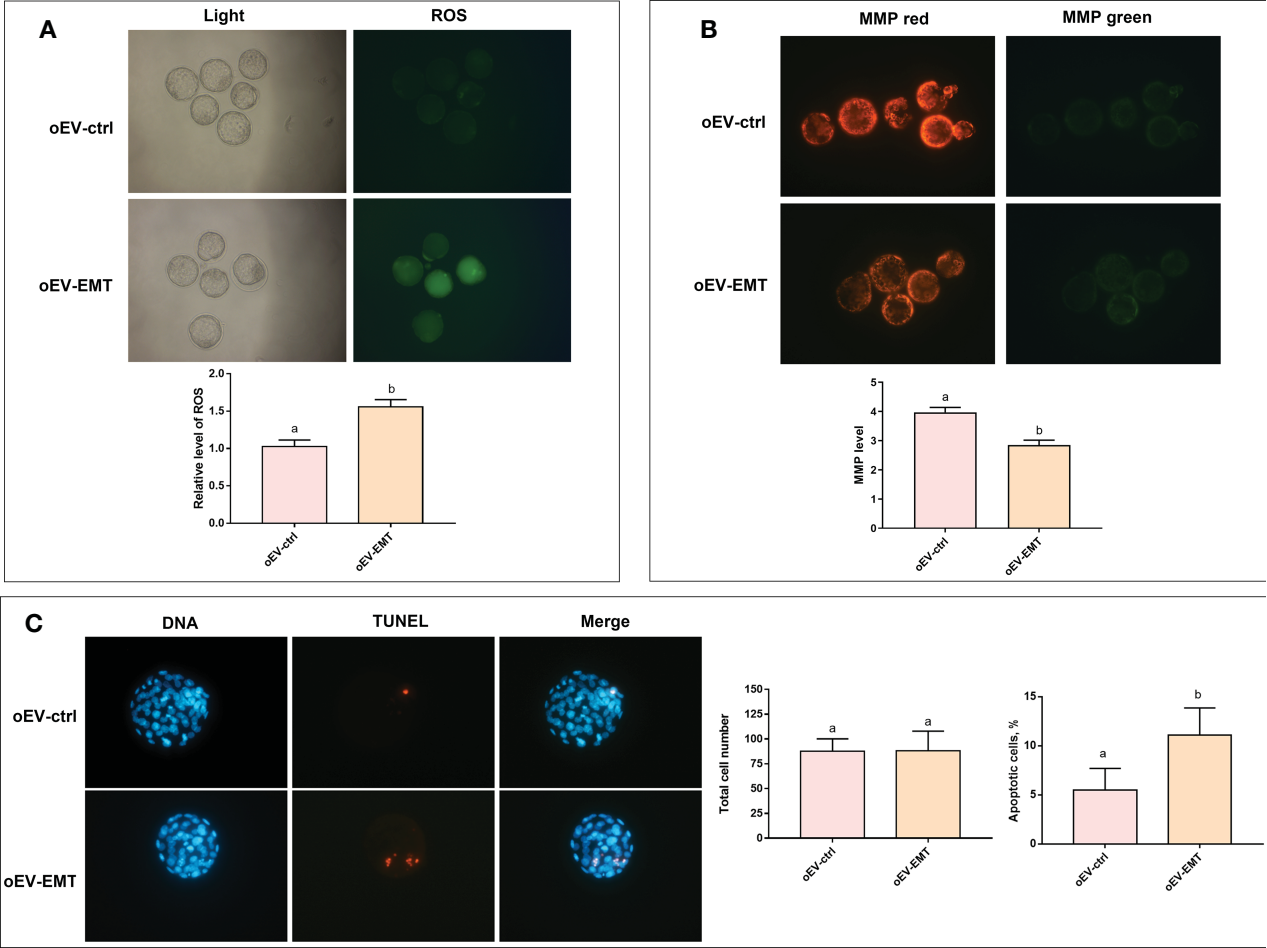
Effect of oEV-EMT on the relative level of ROS, MMP, and apoptotic cell numbers. **(A)** The fluorescence pictures and the relative levels of ROS (green fluorescence intensity value) were shown. **(B)** MMP, as measured by JC-1 staining, was shown as red/green fluorescence. **(C)** Representative images of apoptosis detected by TUNEL in blastocysts and the comparison of total cell number and apoptosis rates in blastocysts treated with oEV-EMT or oEV-ctrl are provided. Values indicated by different superscripts (a, b) are significantly different (*p* < 0.05). ROS, reactive oxygen species; MMP, mitochondrial membrane potential; TUNEL, terminal deoxynucleotidyl transferase-mediated dUTP nick-end labeling; oEV, oviductal extracellular vesicles; EMT, endometriosis; ctrl, control.

## 4 Discussion

This study provides evidence that EVs in the Fallopian tubes of women with endometriosis negatively affect embryonic development by down-regulating oxidative phosphorylation. Endometriosis is strongly associated with infertility. Several women with endometriosis would seek ART, including *in vitro* fertilization (IVF), for conception. Several studies have shown that endometriosis does not impair IVF outcomes in terms of live birth and clinical pregnancy, though women with endometriosis have lower oocyte yield in each cycle than women without endometriosis (9, 25). These results suggested embryo quality might be affected in women with endometriosis by the harmful environment in the Fallopian tube where fertilization and early embryo development happen. By circumventing the tubal microenvironment, the *in-vitro*-fertilized embryos can develop as well as in women without endometriosis (8). EVs have been recognized to contribute to disease pathophysiology in endometriosis (26–28), and whether EVs in endometriosis affect embryo development has not been studied. In this study, we constructed a co-cultured system using two-cell murine embryos and oEV-EMT or oEV-ctrl, as previously described (19). This co-culture system is reasonable because oviductal EVs are demonstrated to be conserved between humans and mice (22), and cargos in EVs are identified as transferrable between species, which means EVs produced by one species can be taken up by other species and function in the recipient cells subsequently (16).

First, we confirmed that murine embryos could take human-derived oEVs. We observed that oEV-EMT significantly decreased the blastocyst rate, compared to the oEV-ctrl group, though the characterizations of oEVs are not different between the groups. Significantly, the blastocyst rate in the oEV-ctrl group was significantly higher than in the control group. This result is consistent with our previous study, which suggested that oEVs from women without endometriosis or other pelvic inflammation improve embryo quality *in vitro* (29). Previous literature demonstrated that *in vitro* fertilized embryos show poorer developmental competence than their *in vivo* counterparts (30, 31). Also, as conventional *in vitro* culture media might epigenetically affect embryos (32), the addition of healthy oEVs that contain RNAs and proteins associated with chromatin modification would partly compensate for the alterations (33). On the other hand, oEVs from pathological conditions might negatively affect embryos. As EVs were not recognized as one of the main elements of oviductal fluid until recently, their roles as regulators of oviduct-embryo communications are mostly mysterious (34). In this study, the difference in blastocyst rate between the oEV-EMT group and the oEV-ctrl group showed oEVs in patients with endometriosis impaired embryo development compared with women without this condition. However, the blastocyst rates in the oEV-EMT group and the blank control group were not statistically different.

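All 13 mRNAs encoded by the mitochondrial genome were lower in oEV-EMT, with a median log2 fold change of -0.79, or -0.96 relative to all genes (camera, adjusted p = 6.49e-19). With oEV-EMT 1, oEV-EMT 2 and oEV-ctrl 3 set against the rest, the unadjusted camera p-value was still 3.15e-12. That division keeps part of the real difference, but so small a p-value does not by itself single out the real groups. The adjusted p-value of this set stayed below the threshold with fry, at 0.00850, and with an estimated correlation, at 0.0284. In 11 of the 13, all oEV-EMT values lay below all oEV-ctrl values. Adjusted over the list alone, 11 of the 13 had an adjusted p-value of at most 0.05, and 0 did over all genes tested (limma). Of the 13 genes, 8 share sequence with listed genes outside the mitochondrial genome, between which the reads could be split in the authors' quantification. Mitochondrially encoded genes held 3.93%, 4.05% and 4.84% of the FPKM in the oEV-EMT libraries and 7.43%, 7.45% and 5.96% in the oEV-ctrl libraries.
Among the nuclear genes, the relative median log2 fold change was -0.39 for the 17 genes of complex V, the ATP synthase, with 16 below the median of all genes. It was -0.23 for the 39 genes of complex I, -0.23 for the 14 of complex IV and -0.14 for the 9 of complex III. *Ndufa4*, with a relative log2 fold change of -1.05, was counted by its name under complex I. The paper assigns it to complex IV, so the likeness of these 2 medians depends on where it is counted. The 4 genes of complex II had a relative median of 0.18, with 0 below the median of all genes. These medians were not tested against each other. Adjusted over the list alone, 6 of the 84 nuclear genes had an adjusted p-value of at most 0.05 (limma).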

Further, high-throughput sequencing on blastocysts and subsequent KEGG analysis revealed decreased expression levels of genes related to oxidative phosphorylation in blastocysts cultured with oEV-EMT. Moreover, analysis of oxidative stress and apoptosis at the blastocysts stage showed that embryos cultured with oEV-EMT had decreased JC-1 ratio, increased ROS level, and increased apoptotic index.

During development, embryonic metabolism shifts from predominantly glycolytic to predominantly oxidative phosphorylation (35), and enhanced oxidative phosphorylation is critical for supporting high energy needs in preimplantation embryos. Our KEGG analysis showed that ‘oxidative phosphorylation’ is disturbed in oEV-EMT-treated blastocysts. Oxidative phosphorylation is one of the most indispensable metabolic pathways in which cells produce the majority of the adenosine triphosphate (ATP), and take place inside mitochondria. Pathways of neurodegenerative disorders, including Parkinson’s disease, Alzheimer’s disease, and Huntington’s disease, were also enriched, due to DEGs in these pathways are associated with oxidative phosphorylation and apoptosis, which are central aspects of these neurodegenerative diseases (36). We validated that some genes responsible for the electron transport chain were significantly downregulated in oEV-EMT-treated embryos, including *Ndufa4* and *Cox7c*, at the blastocyst stage. *Ndufa4* encodes a subunit of complex IV of the electron transport chain and was reported to promote oxidative metabolism and MMP and could inhibit ROS levels and promote tumor cells (37, 38). 

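*Ndufa4* (ENSMUSG00000029632) lies on the minus strand of chromosome 6 of GRCm38, from 11900292 to 11907497 in the GENCODE M21 annotation. Its FPKM was 398 ± 38.9 (SD, n = 3 libraries) in oEV-EMT and 733 ± 57.6 (SD, n = 3) in oEV-ctrl. The log2 fold change was -0.88 (standard error 0.18, adjusted p = 0.105 from limma with Benjamini-Hochberg adjustment). Every oEV-EMT library had a lower value than every oEV-ctrl library (exact permutation test, p = 0.1). With each library left out in turn, the log2 fold change stayed between -0.96 and -0.82. By stretches of 50 bases, 0 other listed genes share at least 10% of their own or of the *Ndufa4* transcripts. The paper's table of differentially expressed genes gives a difference of -1.06 between the group means on its own log2 scale.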

*Uqcrh* encodes a subunit of the mitochondrial complex III and is responsible for the electron transfer between cytochrome *C* and cytochrome *C*1 during oxidative phosphorylation (39). 

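*Uqcrh* (ENSMUSG00000063882) lies on chromosome 4 of GRCm38 from 116066965 to 116075071. The FPKM of *Uqcrh* was 173 ± 28.0 (SD, n = 3) in oEV-EMT and 303 ± 38.7 (SD, n = 3) in oEV-ctrl, a log2 fold change of -0.81 with a standard error of 0.20. All oEV-EMT values were below all oEV-ctrl values (exact permutation test, p = 0.1). The adjusted p-value over all genes was 0.158 (limma), and the fold change was under the threshold that the study set. It was -1.01, past that threshold, after median-of-ratios scaling, chosen after seeing the data. The difference of means in the paper's table is -0.998.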

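*Atp5l* (ENSMUSG00000038717) lies on chromosome 9 of GRCm38 from 44912557 to 44920742, *Atp5j* (ENSMUSG00000022890) on chromosome 16 from 84827866 to 84835625 and *Atp5k* (ENSMUSG00000050856) on chromosome 5 from 108433244 to 108434448. The FPKM of *Atp5l* was 402 ± 36.8 (SD, n = 3) in oEV-EMT and 863 ± 146 (SD, n = 3) in oEV-ctrl, with a log2 fold change of -1.09 (standard error 0.19, adjusted p = 0.0951 from limma). Stretches of 50 bases making up 6.84% of those in its transcripts occur in 40 other listed genes, and *Atp5l* itself held 45.2% of the FPKM summed over it and them. The log2 difference of that sum was -0.82, so the size of its change is uncertain. For *Atp5j* the FPKM was 256 ± 88.7 against 494 ± 86.9 (SD, n = 3 each). Its log2 fold change was -0.99 (standard error 0.26), with an adjusted p-value of 0.164, and lay between -1.24 and -0.75 with each library left out in turn. *Atp5k* fell the furthest of these genes, from 620 ± 62.5 to 250 ± 66.6 (SD, n = 3 each), a log2 fold change of -1.34 with a standard error of 0.23 and an adjusted p-value of 0.0951. In each of these genes all oEV-EMT values lay below all oEV-ctrl values (exact permutation test, p = 0.1). The paper's table gives differences of -1.27, -1.18 and -1.52 for *Atp5l*, *Atp5j* and *Atp5k*.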

*Atp5l*, *Atp5j*, and *Atp5k* encode the components of mitochondrial ATP synthase. ATP synthase affects embryo development using catalyzing ATP synthesis through an electrochemical gradient of protons across the mitochondrial inner membrane during oxidative phosphorylation (35). 

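*Cox7c* (ENSMUSG00000017778) lies on chromosome 13 of GRCm38 from 86044816 to 86046904. Its FPKM was 784 ± 153 (SD, n = 3) in oEV-EMT and 1610 ± 139 (SD, n = 3) in oEV-ctrl, without overlap between the groups (exact permutation test, p = 0.1). The log2 fold change was -1.05 (standard error 0.20, adjusted p = 0.101 from limma). The study's table has -1.23. Another 2 listed genes share 22.1% of the 50-base stretches of the *Cox7c* transcripts, and reads from these could be assigned to any of them. Summed over *Cox7c* and these genes, the log2 difference was -0.89.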

*Cox7c* encodes a long-lived mitochondrial protein that forms a stable contact between complex I complex II and is required complex IV (40). 

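The paper names 8 genes in its text beside its reference gene, of which 2 were higher and 6 lower in oEV-EMT. None overlapped between the groups. Adjusted over the list alone, 7 of the 8 had an adjusted p-value of at most 0.05 (limma), against 0 over all genes tested. Since the study chose them on these libraries, the former is not independent evidence. The log2 fold change of 5 of the 8 was at least 1 in absolute value. After median-of-ratios scaling, chosen after seeing the data, it was so in 8 of the 8, with adjusted p-values between 0.103 and 0.408 over all genes. With that scaling the fold changes moved nearer to the differences in the paper's table, apart from *Fasl*, which moved away.

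**Figure D2:**
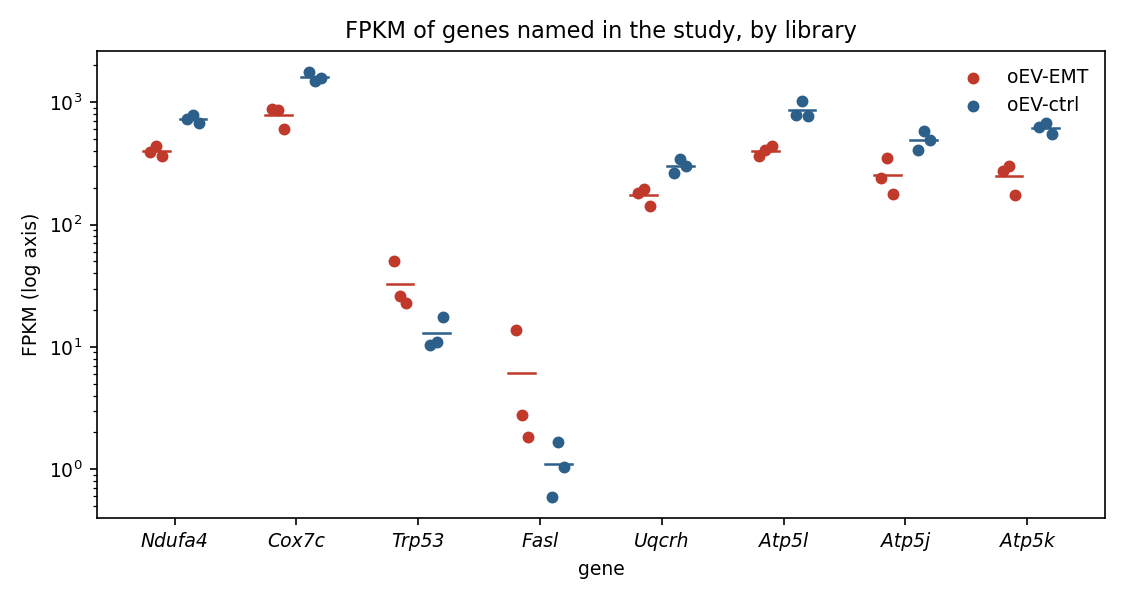
FPKM (vertical log axis) of the 8 genes in each of the 3 oEV-EMT and 3 oEV-ctrl libraries; points are libraries and lines are group means. *Trp53* and *Fasl* are higher and the other 6 genes lower in oEV-EMT, with no overlap, and *Fasl* has 1 oEV-EMT library at 13.9 FPKM, away from the others.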

Altogether, oEV-EMT-treated embryos showed a down-regulation of a gene series that encodes the proteins involved in mitochondrial transmembrane transport, which may debilitate general mitochondrial function, resulting in attenuated embryo development. Supplementing the transcriptomic analysis, we observed functional abnormalities on oEV-EMT-treated blastocysts, including decreased MMP and higher ROS levels. Several studies observed a similar phenomenon in murine embryos when co-cultured with peritoneal fluid from patients with endometriosis (6, 41) and suggested an impairment in embryo viability. Also, some studies found embryos would show a higher ROS level and decreased MMP after being cultured in less optimal conditions, like higher oxygen concentrations (42), or with lipotoxic gradients in culture media which simulated maternal metabolic disorders (43). The latter study proposed that mitochondrial-targeted antioxidants might help rescue development competence in embryos.

‘Apoptosis’ is another significantly enriched pathway closely relevant to embryo development. 

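A set of 50 tested apoptosis genes had a median log2 fold change of 0.11 relative to all genes, with 32 genes above the median of all genes and 18 below (camera, adjusted p = 0.248). The means of the set overlapped between the groups (exact permutation test, p = 0.4). The 26 tested target genes of p53 had a relative median of 0.20, with 20 above the median of all genes (camera, adjusted p = 0.0239). That call was lost with fry, at an adjusted p-value of 0.131, and with an estimated correlation, at 0.426. The means of the p53 targets overlapped between the groups (exact permutation test, p = 0.2). Without library oEV-ctrl 2 the relative median of the p53 targets was 0.07.
*Trp53* (ENSMUSG00000059552) lies on the plus strand of chromosome 11 of GRCm38 from 69580359 to 69591873. Its FPKM was 32.8 ± 14.9 (SD, n = 3) in oEV-EMT and 12.9 ± 4.04 (SD, n = 3) in oEV-ctrl, a log2 fold change of 1.23 (standard error 0.32, adjusted p = 0.164 from limma). The groups did not overlap (exact permutation test, p = 0.1), and without library oEV-EMT 1 the log2 fold change was 0.89. *Fasl* (ENSMUSG00000000817), on chromosome 1 from 161780689 to 161788495, had 13.9, 2.78 and 1.83 FPKM in the oEV-EMT libraries and 0.598, 1.66 and 1.05 in the oEV-ctrl libraries. Its log2 fold change of 1.40 had a standard error of 0.62 and an adjusted p-value of 0.346. Without library oEV-EMT 1 it was 0.67. For *Trp53* and *Fasl*, the paper's table gives differences of 1.13 and 1.84. From the lower expression of the genes of mitochondrial transport, the paper proposes that the general function of mitochondria was debilitated and that embryo development was attenuated as a result.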

We validated that the expression level of *Trp53* and *Fasl* was upregulated in oEV-EMT-treated blastocysts, and the TUNEL assay showed an increased apoptotic index in oEV-EMT-treated blastocysts. Embryonic quality is generally associated with lower apoptotic rates, though apoptosis plays an essential role during early mammalian embryo development under physiological conditions (44, 45). Previous literature reported that animal-derived oEV from the normal condition would be beneficial for improving the quality of the *in-vitro*-fertilized embryos, appearing as increased total cell number and lower ROS level, and fewer apoptotic cells (45, 46). Our results suggested that oEV in pathological conditions, specifically endometriosis, may play a harmful role through similar mechanisms in an opposite way. Intriguingly, considering mitochondria-ROS crosstalk is pivotal for apoptosis induction (47), and apoptosis would result in MMP dissipation and excessive ROS formation, it is not clear whether the increased apoptosis in the oEV-EMT-treated embryos was caused by the excessive ROS or represented a direct effect of oEV-EMT, which requires further investigation.

We have shown no difference in oEV characterizations between the two groups, including vesicle size and ultrastructure. However, they cause different results in embryos. Several studies deciphered oEV cargo in animals, proved they carry various bioactive molecules, including proteins, lipids, microRNAs, and DNAs, and proved they hold the possibility of affecting the gene expression and behavior of gamete and embryos (18, 33, 48). Studies on endometriosis have recognized EV contents from patients’ plasma and peritoneal fluid (26, 27) and showed that the protein and RNA contents are associated with numerous biological processes and might contribute to disease pathophysiology. In our case, it is difficult to determine the critical factor or factors that are accountable for the results because any differentially expressed proteins, lipids, or nucleic acids might be the answer, and it requested numerous amounts of efforts involving high-throughput sequencing workload in the future.

The disease process of endometriosis can impair the oocyte quantity and quality for inflammatory conditions in the peritoneum. Proinflammatory factors that harm gametes, including cytokines and interleukin, have been identified in the peritoneal and Fallopian tubal fluid (49, 50). We showed for the first time that EVs also constitute bioactive factors in the tubal fluid which might negatively affect embryo development in endometriosis.

A particular strength of the current study is that the oEVs are directly isolated from human Fallopian tubal fluid instead of cultured cells. One possible limitation is that we were not able to conduct high-throughput sequencing in the blastocysts which had been cultured without oEVs. Blastocysts might show altered gene expression even in the oEV-ctrl group compared to the embryos cultured with solely culture media. Additionally, due to methodological and ethical limitations, we could not utilize human embryos as the study object, and oEVs may have different effects on human embryos. For a similar reason, the control group was CIN III patients, rather than healthy women. CIN is a precancerous disease, in which affected cells are considered restricted to the uterine cervix. Previous studies indicated that CIN history or treatments for CIN do not affect fecundability or obstetric outcomes (51, 52). Therefore, given ethical and logistical constraints, we believe that they provide the best available controls, although we cannot completely exclude that oEVs from CIN patients may show some differences with disease-free women. Notably, the clinical characteristics in this study showed no difference in gravidity and parity between EMT patients and controls, and this result seems to contradict the consensus that EMT patients have decreased fertility. We surmised that the small patient cohort in this study could explain this. Furthermore, cargos in oEVs may be under hormonal regulation, which is observed both in cows and pigs (33, 53). Though the fluctuation patterns and the content compositions are different among species (54), the situation might be much more complicated in humans. These conditions should be noticed when a more general conclusion is about to be drawn.

## 5 Conclusion

The present study compared the characterizations of the oEVs from women with or without endometriosis and showed that oEV-EMT negatively influences early embryo development. Altered transcriptome and decreased MMP, increased ROS levels, and apoptotic cell numbers were observed in blastocysts. Our results call for further effort in deciphering the protein and nucleic acid content in oEV-EMT and the mechanisms they affect embryos and gamete development *in vivo*, which would be meaningful for unrevealing the mystery of how endometriosis impairs human fertility.

## Data availability statement

The transcriptomics datasets generated during the current study were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database with accession number GSE 225323. The data will be kept private until Aug 31, 2023, and the reviewer token is cvangueqnjoblgt.

## Ethics statement

The studies involving human participants were reviewed and approved by Ethics Committee of Tongji Hospital (No. TJ-IRB20210838). The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by Tongji Hospital Guide for the Care and Use of Laboratory Animals (approval number: TJ-202111004).

## Author contributions

YL conducted the experiment and drew the manuscript. LC and NG conducted the animal experiment. CL isolated extracellular vesicles from the oviductal fluid. MW helped with bioinformatical analysis. LZ and FL helped to collect oviductal fluid samples. CS and LJ designed the experiment. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Oviductal extracellular vesicles from women with endometriosis impair embryo development
**Source:** Front Endocrinol (Lausanne). 2023 Jun 20;14:1171778. doi: 10.3389/fendo.2023.1171778
**Supplement:** Supplementary file 2

Supplementary Table 1 Primer Sequences

| *Uqcrh-F* | AGGACGAACGAAAGATGC |
| --- | --- |
| *Uqcrh-R* | CGGGAAGACACGCGATTA |
| *Ndufa4-F* | AAGCCAAGAAGCATCCCA |
| *Ndufa4-R* | TGCCAAGCGCATCACATA |
| *Cox7c-F* | CGTCGCAGCCACTATGAG |
| *Cox7c-R* | AACCGCCACTTGTTTTCC |
| *Atp5l-F* | GTTCATCCGTAACTTCGC |
| *Atp5l-R* | CACCAAACCATTCAGCAC |
| *Trp53-F* | TGAACCGCCGACCTATCC |
| *Trp53-R* | GGCAGGCACAAACACGAA |
| *Fasl-F* | CACCGCCATCACAACCAC |
| *Fasl-R* | CCAGAGCCACCAGAACCA |
| *Gapdh-F* | TGCACCACCAACTGCTTAG |
| *Gapdh-R* | GATGCAGGGATGATGTTC |

Supplementary Table 2. Clinical Characteristics of recruited patients

| Sample | Age, years | Experimental group | BMI | Gravidity | Parity | Surgery date from LMP / length of the cycle | Estimated menstrual cycle phase | CIN grade | EMT |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | 39 | Control | 19.38 | 2 | 1 | 22/30 | Secretory | Ⅲ | - |
| 2 | 41 | Control | 22.52 | 1 | 1 | 19/31 | Secretory | Ⅲ | - |
| 3 | 39 | Control | 21.78 | 2 | 2 | 16/28 | Secretory | Ⅲ | - |
| 4 | 36 | Control | 21.51 | 4 | 3 | 19/35 | Secretory | Ⅲ | - |
| 5 | 43 | Control | 21.08 | 4 | 2 | 15/29 | Secretory | Ⅲ | - |
| 6 | 34 | Control | 23.31 | 3 | 1 | 18/32 | Secretory | Ⅲ | - |
| 7 | 41 | Control | 21.09 | 4 | 1 | 17/31 | Secretory | Ⅲ | - |
| 8 | 34 | Control | 22.86 | 2 | 2 | 19/31 | Secretory | Ⅲ | - |
| 9 | 39 | Control | 23.83 | 2 | 1 | 14/30 | Secretory | Ⅲ | - |
| 10 | 41 | Control | 21.72 | 1 | 1 | 8/28 | Proliferative | Ⅲ | - |
| 11 | 38 | Control | 19.92 | 2 | 1 | 12/32 | Secretory | Ⅲ | - |
| 12 | 35 | Control | 24.56 | 2 | 1 | 15/31 | Secretory | Ⅲ | - |
| 13 | 34 | Control | 23.63 | 3 | 1 | 21/28 | Secretory | Ⅲ | - |
| 14 | 34 | EMT | 23.63 | 3 | 1 | 19/37 | Secretory | - | Pelvic endometriosis with adenomyosis |
| 15 | 42 | EMT | 18.03 | 1 | 1 | 18/31 | Secretory | - | Pelvic endometriosis with adenomyosis |
| 16 | 37 | EMT | 19.20 | 1 | 1 | 29/35 | Secretory | - | Deep endometriosis |
| 17 | 40 | EMT | 25.00 | 2 | 1 | 13/28 | Secretory | - | Deep endometriosis |
| 18 | 42 | EMT | 22.66 | 3 | 1 | 9/30 | Proliferative | - | Pelvic endometriosis with adenomyosis |
| 19 | 36 | EMT | 23.04 | 1 | 1 | 17/30 | Secretory | - | Pelvic endometriosis with adenomyosis |
| 20 | 34 | EMT | 22.26 | 2 | 1 | 24/33 | Secretory | - | Pelvic endometriosis with adenomyosis |
| 21 | 42 | EMT | 21.56 | 3 | 1 | 12/28 | Proliferative | - | Pelvic endometriosis with adenomyosis |
| 22 | 37 | EMT | 26.03 | 1 | 1 | 18/34 | Secretory | - | Deep endometriosis |
| 23 | 36 | EMT | 24.6 | 1 | 1 | 16/30 | Secretory | - | Pelvic endometriosis with adenomyosis |
| 24 | 39 | EMT | 28.4 | 3 | 2 | 17/30 | Secretory | - | Pelvic endometriosis with adenomyosis |
| 25 | 41 | EMT | 20.39 | 4 | 1 | 19/34 | Secretory | - | Pelvic endometriosis with adenomyosis |
| 26 | 35 | EMT | 23.49 | 1 | 1 | 15/28 | Secretory | - | Pelvic endometriosis with adenomyosis |
| 27 | 36 | EMT | 23.72 | 2 | 1 | 22/27 | Secretory | - | Pelvic endometriosis with adenomyosis |

Supplementary Table 3. Clinical Characteristics of recruited patients, mean ± SEM

|  | Control (n = 13) | EMT (n=14) | P |
| --- | --- | --- | --- |
| Age (years) | 38 ± 0.8623 | 37.93 ± 0.8015 | 0.9520 |
| BMI | 22.09 ± 0.4267 | 23 ± 0.7215 | 0.2977 |
| Gravidity | 2.462 ± 0.2912 | 2 ± 0.2774 | 0.2618 |
| Parity | 1.385 ± 0.1804 | 1.143 ± 0.09705 | 0.2398 |

EMT, endometriosis; BMI, body mass index.

How the deposited data were processed for this re-analysis (not part of the article)

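Blastocysts cultured with oEV-EMT or with oEV-ctrl were compared by RNA sequencing, with 3 libraries per group and 10 blastocysts per library. The authors aligned the reads to the genome, assembled transcripts with StringTie, computed 1 value per gene and library, and used DESeq2 for their own list of genes. The paper's text does not name the aligner, the genome build or the program that computed the values. The authors deposited these values as a table of 55774 genes, 55487 with an Ensembl identifier and 287 unannotated new_gene entries. The methods speak of TPM, but the sums per library exceed 1000000 and differ, and the values were taken as FPKM. The authors' FPKM are relative to the fragments of each library, and no further scaling between libraries was apparent in them. Coordinates, lengths and names were taken from GENCODE M21, which is on GRCm38, and 55141 identifiers matched it, while 346 did not.

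The design fixed before the data were examined assumed read counts. Since the table held FPKM, limma was used in place of count models, as the design provided for normalized values. Genes with an FPKM of at least 1 in at least 3 libraries were kept, log2(FPKM + 1) was fitted with limma 3.58.1 in R 4.3.3 with a trended and robust variance, and p-values were adjusted by Benjamini-Hochberg. The thresholds were those of the paper, an adjusted p-value of at most 0.05 and an absolute log2 fold change of at least 1. Gene sets were written down by symbol in advance and tested with camera at a correlation of 0.01, adjusted over 13 sets. They cover nuclear oxidative phosphorylation genes, mitochondrially encoded mRNAs, mitochondrial tRNAs and rRNAs, cytosolic ribosomal proteins, apoptosis, p53 targets, antioxidant genes, replication-dependent histones, markers of trophectoderm, epiblast and primitive endoderm, and the genes labelled as upregulated and as downregulated in Fig. 2C. One symbol of the figure was matched through its older form. The genes named were those in the text of the paper, and up to 5 in each direction past both thresholds without overlap between groups, of which there were 0. Values of single measures were compared by exact two-sided permutation tests, which cannot give a p below 0.1 for 3 libraries against 3.

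The procedure was tested on simulated data made from the real means and spreads of the 11924 genes, with 200 genes changed per run and 5 runs per fold change. It called 37.7% of genes changed by 1 on the log2 scale, 96.9% of those changed by 2 and 97.7% of those changed by 3. A change of exactly 1 is often estimated under the fold change threshold, which limits the first share whatever the number of libraries. The changed genes were drawn from the more highly expressed genes only. Over all these runs 186 unchanged genes were called, and 10 in 5 runs with no changed gene. Of 20 lists of 60 genes lowered by 0.25, camera called 20, and of 20 lists left alone it called 0. The genes were simulated as independent and the lists drawn at random. These rates of camera therefore need not hold for real sets, whose genes are correlated. Removing a simulated length trend brought its rank correlation from 0.847 to -0.000730.

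The relative depth was derived from the normalized values in the paper's table, of which 196 rows were used here and on which no enrichment was tested. Read totals are not given, and no interval from counting was computed from the derived depth. Sequence shared between genes was found by searching GENCODE M21 transcripts for identical stretches of 50 bases on either strand, and a gene counted as sharing when at least 10% of the stretches of one of the pair were shared. Alternatives covered the scaling between libraries, the filter, the pseudocount, the thresholds, the set test, a transcript length offset (loess, span 0.5), a replicate block and leaving out each library. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. KEGG and GO annotations and the real-time RT-PCR data were not analysed here. Blastocyst rates, fluorescence and TUNEL measurements were also left out.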

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

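The tests of antisense and long intergenic genes were chosen after the pattern was seen. The unannotated new_gene entries, which the paper does not discuss, were higher in oEV-EMT than in oEV-ctrl. Of 287 entries, 280 were tested. Their median log2 fold change was 0.76, or 0.58 relative to the median of all genes, and 235 lay above that median. At an unadjusted p-value of at most 0.05, 134 were higher and 3 lower. In 125 entries all oEV-EMT values lay above all oEV-ctrl values and in 5 below, where chance gives 10% of entries without overlap. No entry passed an adjusted p-value of 0.05 (limma, smallest 0.0934). Under the other scalings the relative median lay between 0.55 and 0.61. With each library left out it lay between 0.42 and 0.70, the lowest without oEV-ctrl 1.

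Several technical explanations were tested. The expression level of the entries does not account for the shift, since the central 95% of the medians of 10000 random lists of annotated genes with the same mean expression ended at 0.0329. Whether the entries were assembled from oEV-EMT libraries alone stays open. Of them, 0 were listed at 0 in all 3 oEV-ctrl libraries, but an entry assembled from one group is quantified in every library. Antisense and long intergenic genes had a relative median of 0.0360, with 159 below and 193 above the median of all genes. Because these genes go both ways, a larger share of unspliced or genomic DNA reads in oEV-EMT stays open. A chance division of the libraries cannot be told apart from an effect of the vesicles, since 1 of the 10 splits of the 6 libraries, the real one, gave a median as far from that of all genes and 3 libraries against 3 allow no smaller share. The positions and sequences of the entries were not used here, so repeats, reads of another organism and their sharing of sequence with annotated genes were not tested. An effect of the vesicles on the embryo may also lie behind the shift and is a hypothesis only.

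The largest value of the table was that of the entry new_gene48, which went the other way. Its FPKM was 197607, 216292 and 257214 in the oEV-EMT libraries and 489012, 264565 and 293887 in the oEV-ctrl libraries. The entry was chosen after its values were seen. Its share of the fragments is unknown, as its length is.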

How the results depend on the processing

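No gene passed both thresholds under 13 of 16 alternatives that kept all libraries. Among the 13, an adjusted p-value threshold of 0.01, no fold change threshold and limma's treat could give no gene. They start from the main fit, whose smallest adjusted p-value was 0.0934 (limma), so they do not test the result. With an FPKM of at least 1 required in every library, 10222 genes were tested and 4 passed, *Map1lc3a* and new_gene207 higher and *Gm13192* and *Gm20568* lower in oEV-EMT, named after their values were seen. Weighting libraries by their quality, chosen after seeing the data, gave 104 genes, 73 higher and 31 lower. The 6 fits that each left out one library gave from 0 to 16 genes. There were 16 without oEV-ctrl 3, 4 without oEV-EMT 1 and 1 without oEV-EMT 3. Of the genes with an unadjusted p-value of at most 0.05, 83.4% were higher in oEV-EMT as deposited, 90.9% after scaling to a total of 1000000, 50.5% after median-of-ratios scaling and 47.4% after upper quartile scaling. The median log2 fold change of all genes was 0.17, 0.23, 0.01 and -0.003 in the same order. The direction of single genes with small changes therefore rests on the scaling.

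Replicate numbers are shared between the groups in the labels, but did not pair the libraries. The deviations of same-numbered libraries from their group means had correlations of 0.119, -0.0442 and 0.0388. With the replicate block, 21 genes passed both thresholds, 13 higher and 8 lower. Of these, 5 were among the genes of Fig. 2C of the paper, and 2 were oxidative phosphorylation genes (one-sided Fisher's exact test, p = 0.0124), *Atp5k* (adjusted p = 0.0495) and *mt-Nd3*. With the block and a transcript length offset, 0 passed. Of the calls for the 13 gene sets, the block changed 0.

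Among the oxidative phosphorylation genes, 4 passed an unadjusted p-value and the fold change threshold, a selection chosen after seeing the data, and from 0 to 1 passed both adjusted thresholds across the fits that left out one library. The 1 gene was *mt-Nd3*, without oEV-EMT 1. The same unadjusted selection with other scalings, also chosen after seeing the data, gave 13 after median-of-ratios scaling, 15 after upper quartile scaling and 2 after scaling to a total of 1000000, all lower in oEV-EMT. Among the lower genes alone, 0.968, 1.02 and 0.325 were expected (one-sided Fisher's exact test, p = 1.15e-11, 7.29e-14 and 0.0418). The test takes genes as independent, which they are not. The share of the first component was 93.6% for FPKM without a log and 41.1% after scaling to a total of 1000000. It lay between 37.3% and 47.3% with one library left out and between 32.9% and 33.4% under the other 3 alternatives.

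The 13 mitochondrially encoded mRNAs stayed lower and past the threshold under all 7 alternatives and in all 6 fits without one library, with relative medians from -1.13 to -0.82 in the latter. The nuclear oxidative phosphorylation genes kept a relative median of -0.22 and the ribosomal protein genes -0.19 under fry and under an estimated correlation, where both lost the threshold (adjusted p = 0.272 and 0.140 for the former). They kept it under the other 5 alternatives and in all fits without one library, from -0.30 to -0.12 and from -0.23 to -0.16. The p53 targets also lost it under fry and an estimated correlation, at the same relative median of 0.20, and with an FPKM of at least 1 in every library (0.19, adjusted p = 0.0516). Left-out libraries gave 0.0716 to 0.31, and in 3 of the 6 fits the call was lost, without oEV-EMT 1 (adjusted p = 0.105), oEV-EMT 2 (0.0824) and oEV-ctrl 2 (0.202). The antioxidant genes lost it under an estimated correlation (0.19), with the same stricter filter (0.18, adjusted p = 0.0516) and with the length offset (0.15, adjusted p = 0.0966), and gave 0.12 to 0.25 without one library. The epiblast markers lost it under fry and an estimated correlation, at 0.51, and with a pseudocount of 0.1 (0.61, adjusted p = 0.0538), and gave 0.39 to 0.62 without one library, where 2 fits lost the call, without oEV-EMT 1 (adjusted p = 0.156) and oEV-EMT 2 (0.0644). The trophectoderm markers passed only with the stricter filter (-0.20, adjusted p = 0.0497) and in 2 fits without one library. These were the fits without oEV-EMT 1 (-0.30) and without oEV-ctrl 3 (-0.25). All 6 fits without one library gave -0.34 to -0.0344. The primitive endoderm markers changed sign in 2 fits without one library, from -0.26 to 0.0852. The apoptosis genes passed under no alternative, with 0.0849 to 0.118 when all libraries were kept and 0.0311 to 0.163 without one library. The ranges of adjusted p-values over the alternatives with all libraries were 3.12e-07 to 0.272 for the oxidative phosphorylation genes, 1.26e-06 to 0.319 for the ribosomal protein genes, 0.00775 to 0.426 for the p53 targets, 0.0113 to 0.190 for the antioxidant genes, 0.00824 to 0.426 for the epiblast markers and 0.0497 to 0.984 for the trophectoderm markers. For these changes of a call, the cause was not tested. Fry does not compare a set with the other genes, so its calls also hold the shift of all genes.

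The rank correlation across genes of fold change with transcript length was -0.049, with values of 0.084, -0.047 and -0.15 between same-numbered libraries. It lay between -0.125 and 0.020 with one library left out, the sign changing without oEV-EMT 3. Without the genes named Gm or -ps the rank correlation was -0.138. The log2 fold change of *Gapdh* lay between -0.81 and 1.09 with one library left out, with its sign changing without oEV-EMT 3. *Fasl* had no value under the stricter filter, which removed it. The other genes named in the paper kept their direction under every alternative run for them.

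DESeq2, edgeR and TMM need counts and were not run. Thresholds of 10 counts were run as an FPKM of at least 1 in every library, glmTreat as limma's treat, and prior counts as pseudocounts. That filter is stricter than 10 counts, which are 0.141 FPKM for a transcript of 1 kilobase in the least deep library. Read totals are not given, and these 0.141 FPKM rest on the depth derived from the paper's table. At that depth genes near an FPKM of 1, such as *Fasl*, have more than 10 counts. The lowest *Fasl* value was 0.598 FPKM, in library oEV-ctrl 1. In simulations with 3 libraries per group, 37.7% of changes of 1 on the log2 scale were called. Part of the loss comes from the fold change threshold of 1, under which estimates of such a change can fall.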

Differences from the paper's values

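The paper reports 197 differentially expressed genes, and 0 genes passed its thresholds in the deposited FPKM. For the paper's 111 upregulated and 85 downregulated genes the values were 0 and 0. None of the alternatives set before the data were examined closed these gaps. The largest count among them came with a block for the replicate numbers, which do not pair the libraries, and is given with the other alternatives. With an FPKM of at least 1 in every library there were 4, 2 in each direction, and without oEV-ctrl 3, oEV-EMT 1 or oEV-EMT 3 there were 16, 4 and 1. Weighting libraries by their quality gave 104 genes, 73 higher and 31 lower, and was chosen after seeing the values. These are over 1.5 times below the numbers in the paper's text. The paper's numbers for each direction conflict with its own table. The genes it names and those of Fig. 2C keep their stated direction in the deposited FPKM, so the conflict lies in the totals. The 73 is within 1.5 times of the 85 genes that are higher in that table, while 31 is further from its 111 lower genes.

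The first component held 35.4% of the variance, against about 80% in Fig. 2A of the paper, read by eye, and the second 27.6% against about 8.9% in the same figure. With FPKM not put on a log scale, the first component held 93.6%, within 1.5 times the paper's value, and the second 4.48%. Without a log the largest values weigh most, and the entry new_gene48 alone ranged from 197607 to 489012 FPKM between libraries. The share without this entry was not computed, so the match is no sign of a separation across many genes. The other alternatives set before the data were examined did not close the gap of the first component, and none closed that of the second.

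The paper states that more genes were upregulated than downregulated. In its own table of these genes, of which 196 rows were used here, 85 have higher and 111 lower mean values in oEV-EMT. The genes labelled as upregulated and downregulated in Fig. 2C had that direction in the deposited FPKM. The paper calls 8 genes that its text names differentially expressed, and 0 of them passed both thresholds here. *Atp5l* and *Atp5k* passed with weights by library quality, chosen after seeing the values, and *Ndufa4* (adjusted p = 0.0463) and *Cox7c* (adjusted p = 0.0353) passed the adjusted p-value alone there. Of the 50 genes of Fig. 2C, 25 passed with these weights. Apart from the replicate block, 2 passed without oEV-ctrl 3, and 1 each with the stricter filter, without oEV-EMT 1 and without oEV-EMT 3. The paper names apoptosis as an enriched pathway. The 50 apoptosis genes listed here, which are not the pathway's own list, had a relative median of 0.11 (camera, adjusted p = 0.248). The 2 are unlike tests, as the paper's asks for an excess of its listed genes and camera for a shift of the whole list. A few changed genes can give the former without the latter. The paper's RT-PCR of *Trp53* and *Fasl* and its TUNEL assay were not analysed here.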

Other observations

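Tests of the carry-over of RNA without poly(A) tails and of the lineage markers, and the counts of splits for the ribosomal, p53, antioxidant, apoptosis, trophectoderm and primitive endoderm sets, were chosen after those results were seen.

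The nuclear oxidative phosphorylation genes were lower in oEV-EMT, with a relative median of -0.22. Several technical explanations were tested. With the length trend of each library removed, the relative median was -0.23 (camera, adjusted p = 5.07e-07), so that a length bias as the whole cause is argued against. Only 0.01% of 10000 random lists matched on mean expression and length had a median as low. The 46 members without another listed gene sharing at least 10% of the 50-base stretches of either had a relative median of -0.21, against -0.28 for the other 38. A loss of the most abundant short transcripts stays open. The 61 genes of the proteasome and of Sm and LSm proteins had a relative median of -0.0155, but they are less abundant, with median FPKM of 147 and 82.1 against 332 for the oxidative phosphorylation genes. The ribosomal protein genes, at 657 and of similar length, fell with a relative median of -0.19. The grouping stays open as well. In 2 of the 10 splits of the 6 libraries the camera p-value was as small, and the other was the split of oEV-EMT 1, oEV-EMT 2 and oEV-ctrl 3 from the rest. Among genes past an unadjusted p-value and the fold change threshold in one direction, 1 of the 10 splits, the real one, gave as strong an excess of oxidative phosphorylation genes. An effect of the vesicles on these genes stays among the open explanations.

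The mitochondrially encoded mRNAs were lower still, with a relative median of -0.96, as were 23 mitochondrial tRNAs and rRNAs, with -1.17 (camera, adjusted p = 5.38e-26). Removing the length trend left the mRNAs at -0.99. For the 8 mRNAs with copies elsewhere in the annotation, the sum over the gene and its copies had a relative median of -1.02, so a shift of reads to the copies is argued against. The libraries were made from polyadenylated RNA, and a smaller carry-over of other RNA in oEV-EMT could lower mitochondrial RNA without poly(A) tails. It bears on the mRNAs only as far as they lack such tails, which was not measured. Its test gave no decision. The 105 nuclear small nucleolar, small nuclear and other short RNAs had a relative median of 0.0379 and went both ways. The 73 small nucleolar RNAs, which lie in introns of other genes, had 0.24 and the other 32 had -0.09 (camera, adjusted p = 0.0118). The 37 replication-dependent histone genes had a relative median of 0.03, with 18 below the median of all genes. Their camera adjusted p-value was 0.0170, but it was 0.984 with fry and 0.426 with an estimated correlation. Their mean was lower in all 3 oEV-EMT libraries. The real split gave the smallest camera p-value, 1 of 10, for the mRNAs and likewise 1 of 10 for the tRNAs and rRNAs. The split of oEV-EMT 1, oEV-EMT 2 and oEV-ctrl 3 from the rest gave unadjusted camera p-values of 3.15e-12 and 3.84e-19. It keeps part of the real difference, but very small camera p-values thus also arise when the groups are mixed. For histones 2 of 10 splits gave one as small. For mitochondrial RNA without poly(A) tails, carry-over and an effect on the mitochondria of the embryo cannot be told apart here. The cause of the lower mRNAs stays open as well.

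The real split of the 6 libraries gave the most genes with an unadjusted p-value of at most 0.05, as 1 of 10, with 1831 against 190 to 876 in the other 9. Past both thresholds, however, 4 of the other splits gave genes, up to 6, where the real split gave 0. A camera p-value as small as the real one was found in 2 of 10 splits for the ribosomal protein genes, 3 for the p53 targets, 1 for the antioxidant genes, 5 for the apoptosis genes, 4 for the trophectoderm markers, 4 for the epiblast markers and 10 for the primitive endoderm markers. With 10 splits no share under 0.1 can arise.

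The 17 epiblast markers had a relative median of 0.51 (camera, adjusted p = 0.0331, 11 above the median of all genes), and the 15 trophectoderm markers -0.19 (adjusted p = 0.0887). A larger share of inner cell mass in oEV-EMT blastocysts could raise epiblast and primitive endoderm markers together, but the 14 primitive endoderm markers had a relative median of -0.11 (adjusted p = 0.732). The means of the epiblast markers alone overlapped between the groups (exact permutation test, p = 0.2). The difference between the means of the epiblast and the primitive endoderm markers was 0.33 higher in oEV-EMT, without overlap between the groups (exact permutation test, p = 0.1). As 3 libraries per group allow no smaller p, this cannot be told apart from chance.

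The embryos were not sexed, and each pool may hold different shares of male and female embryos. The mean of *Ddx3y*, *Eif2s3y*, *Uty* and *Kdm5d* on the log2 scale differed by -0.30 between the groups and overlapped (exact permutation test, p = 0.4). Without the 455 tested genes of the X and Y chromosomes, the first component held 35.6% of the variance and the groups stayed apart on it. So few of the tested genes could hardly move the component, and effects of sex on other chromosomes would remain in it, so sex stays open as a cause of the separation.

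*Gapdh*, the reference gene of the paper's real-time RT-PCR, varied widely in the deposited table, with 3.18, 2.59 and 48.6 FPKM in the oEV-EMT libraries and 13.6, 3.65 and 3.57 in the oEV-ctrl libraries, a ratio of 18.8 between the largest and smallest. Such low values and their spread may come from reads divided among 93 other listed genes that share its sequence. The sum over *Gapdh* and these genes varied 1.92 times. That sum was 1412 ± 198 (SD, n = 3) in oEV-EMT and 952 ± 108 (SD, n = 3) in oEV-ctrl, without overlap (exact permutation test, p = 0.1), a log2 difference of 0.57, or 0.39 relative to the median of all genes. How far this applies to the primers of the paper was not tested.

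The metallothionein genes *Mt1* and *Mt2* were chosen after their values were seen. *Mt1* had 2979, 581 and 563 FPKM in the oEV-EMT libraries and 5973, 5275 and 4755 in the oEV-ctrl libraries, a log2 fold change of -2.42 (standard error 0.67, adjusted p = 0.214 from limma). For *Mt2* the values were 2953, 650.2 and 397 against 5045, 3280.3 and 4288, with a log2 fold change of -2.18 (standard error 0.77, adjusted p = 0.287). The groups did not overlap for either gene. Library oEV-EMT 1 lies apart from the other oEV-EMT libraries in both, and without it the log2 fold changes were -3.21 (adjusted p = 0.00177) and -3.02 (adjusted p = 0.0267). Among the fits without one library, only this one passed the threshold for the adjusted p-value. The changes were smallest without oEV-EMT 3, at -2.01 (adjusted p = 0.291) for *Mt1* and -1.58 (adjusted p = 0.349) for *Mt2*. No biological explanation was tested.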
